A study of Mus musculus with 28 samples. Its data were reported in "Histone H2A Mono-Ubiquitination Is a Crucial Step to Mediate PRC1-Dependent Repression of Developmental Genes to Maintain ES Cell Identity" (2012).

How the data were processed

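The data were 28 two-colour array hybridisations, made up of 14 samples on each of 2 promoter arrays, in 10 groups defined by the antibody or tag and the cell state in the labels. Replicate numbers of Ring1B and H2AK119u1 were those given in the labels. Per the labels and the study's methods, immunoprecipitated DNA carried Cy5 and input DNA Cy3 after linear amplification. The authors scanned the arrays and quantified them with Agilent Feature Extraction 10.1.1.1 or 10.7.3.1. Per the file headers, the processed intensity of each channel was background-subtracted, spatially detrended and linearly dye-normalised without lowess. The deposited files also gave mean and background intensity per spot, the log10 ratio of Cy5 over Cy3, and a p-value of each spot against its background. The deposited value table held log2 ratios. Against the log2 ratio of the scanner's processed signals, each of its columns had a slope of 1.0 and a shift by a constant with a deviation of at most 0.0167, so its scale and direction (Cy5 over Cy3) are settled and the rule behind its centring stays unknown.

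The column medians of the value table, for promoter array 1 and then 2, were as follows. For Ring1B they were -0.24 and -0.24 (OHT- replicate 1), -0.60 and -0.62 (OHT- replicate 2), -0.16 and -0.15 (OHT+ replicate 1), and -0.48 and -0.48 (OHT+ replicate 2). For H2AK119u1 they were -0.16 and -0.14 (OHT- replicate 1), -0.22 and -0.21 (OHT- replicate 2), -0.11 and -0.10 (OHT+ replicate 1), and -0.13 and -0.13 (OHT+ replicate 2). For H3K27me3 they were -0.36 and -0.37 (OHT-) and -0.31 and -0.28 (Eed-KO). For 3xFlag-Ring1A they were -0.18 and -0.18 (OHT-) and -0.21 and -0.23 (OHT+), and for H2A 0.01 and 0.01 (OHT-) and 0.02 and 0.02 (OHT+).

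The log2 ratio of processed Cy5 over processed Cy3 was computed per probe and each array was centred on the median of its probes, with no loess or quantile step because many promoters may shift one way. Control spots and spots marked as outliers were left out (2 to 465 per array), and saturated spots, at most 3 per channel of an array, were kept. A probe was used where its input signal differed from background at a p-value under 1e-07 on every array of the comparison, a limit met by 93.1% to 100.0% of the probes of an array. Of 474380 probes, 738 had no annotation in the files, 462829 named a RefSeq gene and 381566 lay within 4 kb of a TSS. A gene's value was the mean over its probes in that window, and at least 5 probes were required, which 16373 of 16671 genes had, with a median of 24. Just 2 genes had probes on both promoter arrays. Gene labels were named through a RefSeq gene table of assembly GRCm38.p6, used for names alone. By accession 16949 labels matched, by symbol 348 and by synonym 181, and 135 kept the name in the files. The build of the array coordinates is not given in the sources used here. Nanog is not analysed here.

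Ring1B and H2AK119u1 were each tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3) on 2 OHT- against 2 OHT+ replicates, with Benjamini-Hochberg adjustment over all genes and a limit of 0.05. Positive genes were found by the rule in the study's methods, a 2-component Gaussian mixture with a threshold at the mean plus 3 SD of the lower component, applied to the difference from OHT+ or Eed-KO cells, or to the ratio itself for 3xFlag-Ring1A. The 13 gene lists and the design, the choice of genes to name and the alternatives were fixed before the data were examined. Lists were tested with camera at a preset correlation of 0.01 and again with an estimated one, and, without replicates, placed by percentile among 10000 random lists matched on input signal. Overlaps were tested with Fisher's exact test across genes. Both steps were tested on simulated data. With 200 changed genes among those of the comparison, limma found 0 of 70, 13 of 70 and 58 of 60 Ring1B genes changed by 1, 2 and 4 on the log2 scale, with 3 false calls, and 67 of 70, 70 of 70 and 60 of 60 for H2AK119u1, with 8 false calls. The mixture rule found 64.5% of the upper component for Ring1B, 61.9% for H2AK119u1, 46.3% for H3K27me3 and 45.0% for 3xFlag-Ring1A, and called at most 0.17% of the lower. These values were drawn from the mixture fitted to the data, so the shares follow from that fit. They do not test whether real unbound genes follow the lower component. For H3K27me3 the threshold of 0.65 lay above the mean of the upper component, 0.58. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

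Genes named in the text are a list of 12 genes among those the study tested by quantitative PCR, with Cdx2, Gata6, Kdr, Hnf4a, Pou5f1 and Sox2, the 10 largest differences past the threshold per comparison (higher in both OHT- replicates than in either OHT+ replicate where there were replicates), the 5 largest in the other direction, the 2 highest members and the lowest 1 of each list, Rnf2, Ring1 and Eed, and 3 genes per class of overlap. Other genes named in closing were chosen after their values were seen. The alternatives were no centring, normexp background correction with an offset of 50, no input filter, the filter in both channels, a window of 1 kb, the median over probes, at least 10 probes, the value table, the replicate as a block, 1 fit over Ring1B and H2AK119u1 together, eBayes with trend and robust, thresholds at 2 SD or from the median absolute deviation, subtraction of H2A or of the Ring1B ratio in OHT+ cells, 3xFlag-Ring1A in OHT+ in place of OHT- cells, an estimated correlation, and leaving out each replicate.

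The labels do not say that equal replicate numbers share a culture or a day, and 2 pairs are too few to decide it from the data. The scanning session and software version did coincide with the replicate number for Ring1B and H2AK119u1, and the other antibodies had a session each that held both of their groups. The deviations of same-numbered samples from their group means correlated across genes at 0.65 for Ring1B and 0.42 for H2AK119u1, so values with the replicate as a block and within each session are given.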

Results

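Chromatin immunoprecipitation followed by hybridisation to promoter arrays (ChIP-on-chip) was used in mouse embryonic stem (ES) cells to locate Polycomb proteins and the histone marks tied to them. Ring1B (gene Rnf2) and Ring1A (gene Ring1) are the E3 ubiquitin ligases of Polycomb repressive complex 1, which attach a single ubiquitin to a lysine of the tail of histone H2A (H2AK119u1). Eed is a core subunit of Polycomb repressive complex 2, which trimethylates a lysine of histone H3 (H3K27me3). Apart from an Eed-deficient line, the cells were labelled as lacking their own Ring1A. These cells carried a conditional Ring1B allele that is deleted when 4-hydroxytamoxifen (OHT) activates a Cre recombinase. OHT- cells therefore kept Ring1B, and OHT+ cells were harvested after 2 days of treatment. Ring1B and H2AK119u1 were each measured in 2 replicates of OHT- and 2 of OHT+ cells. H3K27me3 was measured in 1 sample of OHT- cells and 1 of Eed-deficient (Eed-KO) cells, and 3xFlag-tagged Ring1A and unmodified H2A in 1 sample each of OHT- and OHT+ cells. Each sample was hybridised to 2 promoter arrays that together hold 474380 probes, with the precipitate in Cy5 and the input DNA in Cy3. The median raw spot brightness was 48.5 to 121 in the input channel, against a background of 15 to 24.5, and 89.7 to 204 in the precipitate channel, against a background of 31.5 to 41. The number of arrays limits the precision of every value. The study's methods speak of biological replicates, while the labels do not say which samples came from separate cultures, so p-values measure only the spread between these samples. All values are log2 ratios of precipitate over input averaged over a gene's probes within 4 kb of its transcription start site (TSS), and a comparison without replicates carries no error and no test.

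The loci disrupted in the cell lines were examined in the input DNA of every sample. Ring1 on chromosome 17 was lower in all 13 samples labelled as Ring1A-deficient lines than in the Eed-KO sample. The mean input signal over its 23 probes, which lie between -3598 and 2288 bp of the TSS, was 0.47 in Eed-KO cells (log2, array median at 0). It was -0.05 in the H3K27me3 OHT- sample. In the Ring1B samples it was -0.91 and -0.48 (OHT-) and -0.71 and -0.37 (OHT+). In the H2AK119u1 samples it was -0.75 and -0.05 (OHT-) and -0.85 and -0.09 (OHT+). In the 3xFlag-Ring1A samples it was -1.79 (OHT-) and -1.95 (OHT+), and in the H2A samples -0.48 (OHT-) and -1.02 (OHT+). The median of the 13 samples lay -1.18 from the Eed-KO sample, and none of the other 8115 genes of that promoter array lay as low. A pair of probes, singled out after their values were seen, showed it most clearly. At 466 bp downstream of the TSS the 13 samples ranged from -4.59 to -2.88 and Eed-KO cells gave -0.12, and at 947 bp they ranged from -4.07 to -1.57 against 0.90. The H3K27me3 OHT- sample, which the labels give as Ring1A-deficient while the study describes its H3K27me3 control as wild type, stood at -4.59 and -1.83. The array coordinates of these probes span bases 33634124 to 33634661, in a genome build that is not given in the sources used here.

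**Figure D1:**
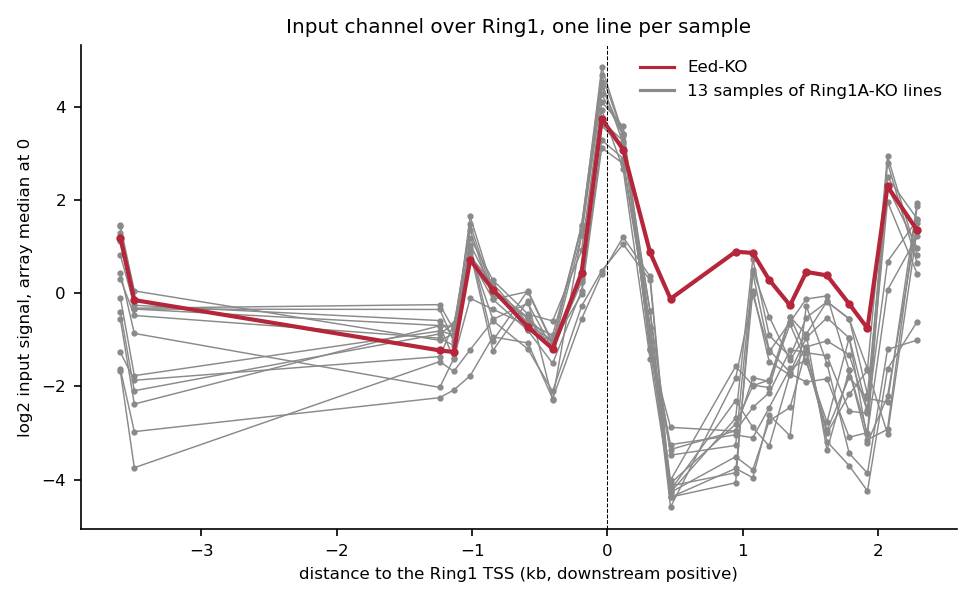
Input signal (log2, array median at 0) of each probe around the TSS of Ring1 against its distance to the TSS in kb, with 1 line per sample. At 466 bp downstream the Eed-KO line stands at -0.12 and the highest of the 13 samples labelled as Ring1A-deficient lines at -2.88, and at 947 bp they stand at 0.90 and -1.57.

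Rnf2 showed no drop of that size. The input difference between OHT+ and OHT- cells over its 22 probes (-3646 to 2399 bp) was -0.26 and 0.02 in the 2 replicates of the Ring1B arrays, where the other genes had SDs of 0.13 and 0.06 and the first value lay at percentile 2.64 of them. It was 0.05 and 0.03 in those of the H2AK119u1 arrays, with SDs of 0.13 and 0.06. It was -0.13 on the 3xFlag-Ring1A arrays and -0.05 on the H2A arrays, where the other genes had SDs of 0.09 and 0.10. Over the 29 probes of Eed (-3609 to 2312 bp) the Eed-KO sample exceeded the OHT- sample by 0.03, with an SD of 0.15 over the other genes. Where the deleted parts of Rnf2 and Eed lie is not given in the sources used here, and probes outside a deleted part check nothing, so these values neither bear out nor contradict the labels.

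Ring1B occupancy was compared between OHT- and OHT+ cells to find the genes it binds. Gata3, a zinc-finger factor of T cells and trophoblast, had the largest difference, with a Ring1B ratio of 4.97 ± 0.48 in OHT- cells and 0.03 ± 0.42 in OHT+ cells (SD, n = 2). Bmi1, itself a Polycomb complex 1 subunit, had 5.77 ± 0.11 and 0.96 ± 0.22 (SD, n = 2). Tbx3, a T-box factor of limb and heart, had 5.17 ± 0.61 and 0.53 ± 0.09 (SD, n = 2). By limma with Benjamini-Hochberg adjustment, 881 of 16343 genes were higher in OHT- cells and 0 were lower, while at an unadjusted p of 0.05 the counts were 1770 and 24. Gata3 had a difference of 4.94 (SE 0.38, adjusted p = 0.00309), Bmi1 of 4.81 (SE 0.32, adjusted p = 0.00309) and Tbx3 of 4.64 (SE 0.38, adjusted p = 0.00309), each higher in both replicates. Others among the 10 largest were Meis1 (4.76), a homeobox cofactor of Hox proteins, Skida1 (4.64), the orphan nuclear receptor Nr2f2 (4.61), Hoxa2 (4.53) and Hoxc6 (4.50), along with the transcripts 5730596B20Rik (4.63) and 9630013D21Rik (4.57).

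Of the 33 measured genes of the Hox clusters, which pattern the body axis, 32 were higher in OHT- cells over all genes and 33 adjusted over the list alone. Their median difference was 3.49, and camera placed the list above the other genes at an adjusted p of 3.88e-57, against an adjusted p = 0.168 with an estimated correlation. Hoxa9 reached 3.88 (SE 0.39), Hoxd11 3.78 (SE 0.43) and Hoxb13 2.49 (SE 0.33), and Hoxd4 was the exception at 1.41 (SE 0.32, adjusted p = 0.0535). Among other homeobox regulators, 72 of 89 passed (84 adjusted over the list alone) with a median of 2.64, from Meis1 down to Meox1, a somite factor, at -0.08. The Pax, T-box, Zic, Sox, Fox and Gata regulators had 44 of 60 past the test (52 adjusted over the list alone) and a median of 2.57. Pax9, needed for teeth and pharyngeal pouches, gave 4.33 (SE 0.37), Zic1, a neural and somitic factor, 3.36 (SE 0.37), Gata6, the driver of primitive endoderm, 3.27 (SE 0.43) and Pax3, of neural crest and muscle precursors, 2.59 (SE 0.35). Cdx2, which specifies trophectoderm, gave 2.53 (SE 0.35). Sox6, the lowest of the Pax, T-box, Zic, Sox, Fox and Gata list, stood at -0.48. Secreted signalling ligands had 28 of 51 past the test (42 adjusted over the list alone) and a median of 1.89, led by Wnt10b at 3.95 (SE 0.39) and Fgf9 at 3.69 (SE 0.36), with Nodal at -0.63. Of these 3 lists each was called by camera (adjusted p = 3.21e-72, 2.55e-49 and 2.01e-32), and each had an adjusted p = 0.168 with an estimated correlation. The basic helix-loop-helix lineage regulators had 17 of 38 past the test (24 adjusted over the list alone) and a median of 1.33, with Twist1 at 3.71 and Hand2 at 3.38, and an adjusted p = 0.177 with an estimated correlation.

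The pluripotency and housekeeping lists, like the liver secretory list, carried little of this change. Of 29 pluripotency genes 1 was higher, Klf4 (2.30, SE 0.34, adjusted p = 0.00861), adjusted over the list alone also 1, and the list median was -0.05 (camera adjusted p = 0.448). Sox2 had ratios of 1.69 ± 0.35 and 1.88 ± 0.22 in OHT- and OHT+ cells (SD, n = 2), and Pou5f1, encoding Oct3/4, had 0.76 ± 0.92 and 0.95 ± 0.81 (SD, n = 2). Neither group difference exceeded these SDs, which also hold any shift between the 2 scanning sessions. Within the sessions the median difference of the pluripotency list was -0.10 in replicate 1 and 0.02 in replicate 2. Of 49 housekeeping genes 0 were higher (0 adjusted over the list alone) by limma, with a median of -0.09 (camera adjusted p = 0.0229 downward, adjusted p = 0.496 with an estimated correlation). Liver secretory genes likewise had 0 of 35 (0 adjusted over the list alone) and a median of -0.20 (adjusted p = 0.00282 downward, adjusted p = 0.168 with an estimated correlation). Of 42 blood and immune genes 1 was higher (1 adjusted over the list alone), Ikzf1, a lymphoid zinc-finger factor, at 2.21, and the list median was -0.12 (adjusted p = 0.0463 downward, adjusted p = 0.272 with an estimated correlation, 0.0528 with the replicate as a block and 0.0525 without the input filter). Of 36 fibroblast feeder genes 6 were higher (6 adjusted over the list alone), led by the developmental regulators Prrx1 (4.47) and Pdgfra (3.81), with a median of 0.38, which was 0.11 after normexp (adjusted p = 0.00224, adjusted p = 0.168 with an estimated correlation). Germ cell genes had 2 of 36 (2 adjusted over the list alone), Tdrd6 at 1.75 and Dmrt1 at 1.62, and a median of 0.32, which was 0.13 after normexp (adjusted p = 0.0232, adjusted p = 0.237 with an estimated correlation). Polycomb complex genes had 4 of 32 (6 adjusted over the list alone), Bmi1 among them, and a median of 0.09, which was -0.02 on the authors' value table (adjusted p = 0.0463, adjusted p = 0.237 with an estimated correlation and 0.0539 with the replicate as a block). Of a list of 12 genes taken from those the study tested by quantitative PCR 7 were higher (9 adjusted over the list alone, which is not independent evidence since the study chose such genes as representative, some of them as H2AK119u1 targets), with an adjusted p = 0.168 with an estimated correlation. Ptx3 (1.46, SE 0.33, adjusted p = 0.0526) and Jak2 (1.25, SE 0.32, adjusted p = 0.0865) fell short of the limma threshold over all genes. Both differences lay above the 0.90 of the mixture rule, by which 9 of the 12 genes were Ring1B-positive. Itga2 (0.69, SE 0.38), Tuba1a (0.29, SE 0.43) and Gsn (-0.12, SE 0.44) lay further from the limma threshold, as did Hnf4a (-0.47, SE 0.31), while Kdr, a receptor of endothelial precursors, passed it at 2.53 (SE 0.33).

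Replicate number coincided with the scanning session, and each session held both groups. With the replicate as a block, limma called 2030 genes higher and 59 lower, and all 881 were kept. Within the sessions, the median difference of the Hox list, which was not chosen on these samples, was 3.11 in replicate 1 and 3.92 in replicate 2. On simulated data with 200 changed genes, limma found 18.6% of the genes changed by 2 and 96.7% of those changed by 4 on the log2 scale. More genes changed in the data, where 881 were called, which makes the Benjamini-Hochberg limit less strict. These shares therefore do not carry over to the data, and smaller losses may still be missed. The authors' value table gave 321 higher genes, and there the median difference of all genes was -0.06 in place of 0.05.

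**Figure D2:**
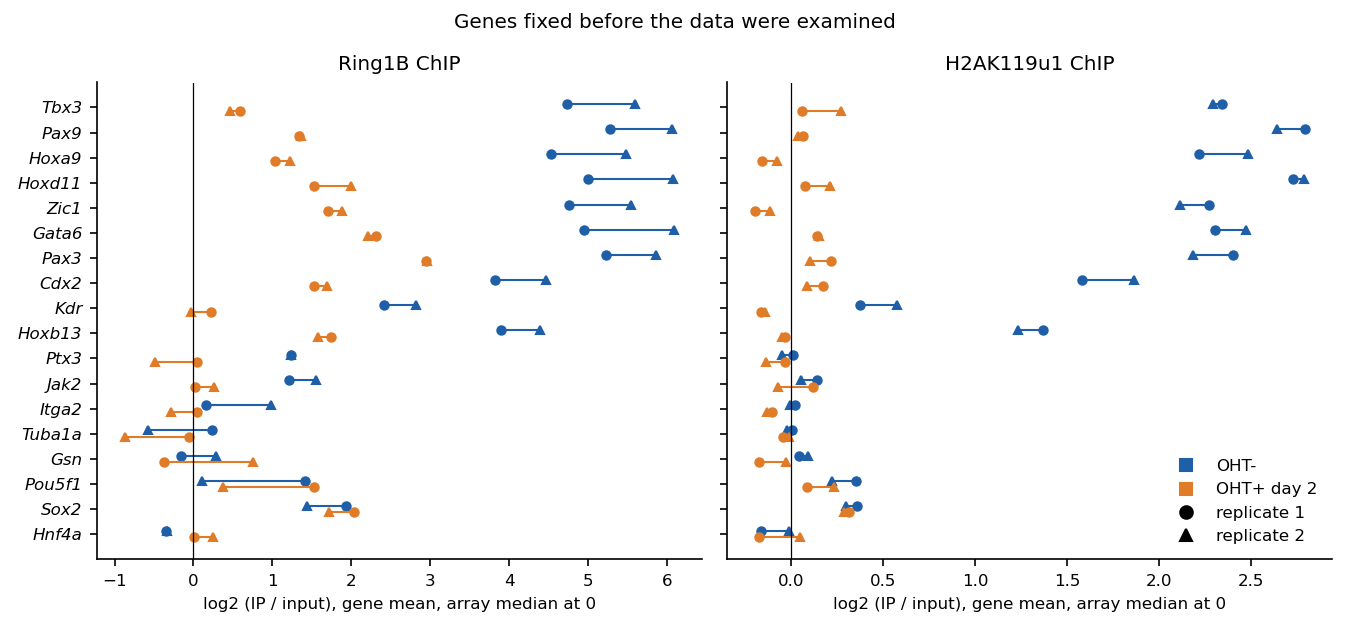
Ring1B (left) and H2AK119u1 (right) log2 ratios of precipitate over input for genes named before the data were examined, with circles for replicate 1, triangles for replicate 2, blue for OHT- and orange for OHT+. In the Ring1B panel Tbx3 stands at a mean of 5.17 in OHT- cells and 0.53 in OHT+ cells, and Sox2 at 1.69 and 1.88.

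Genes were called positive where the difference exceeded the lower component of a 2-component Gaussian mixture by 3 SD. By this rule 1661 genes (10.2%) were Ring1B-positive, above a difference of 0.90 and with a median of 1.62, and all 881 genes called by limma were among them. Replicate 1 alone gave 1556 genes and replicate 2 alone 1295, of which 1157 were shared. The count was 870 without OHT- replicate 2 and 976 without OHT+ replicate 1. In profiles around the TSS of the Ring1B-positive genes the mean Ring1B ratio peaked at 2.60 and 3.44 in the OHT- replicates and at 0.54 and 0.90 in the OHT+ replicates. These genes were chosen on the same arrays, so a gap between the groups follows from the choice. The limma calls rest on the same differences too, so their place among the positive genes is not independent evidence.

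H2AK119u1 was compared in the same way, to find where the mark depended on Ring1B. Hoxc9 had the largest difference, with ratios of 2.99 ± 0.09 in OHT- and 0.12 ± 0.01 in OHT+ cells (SD, n = 2; difference 2.87, SE 0.11, adjusted p = 1.82e-06). Six3, a forebrain and eye factor, had 2.82 ± 0.01 and 0.01 ± 0.02 (SD, n = 2; difference 2.81), and Lhx2, also of the forebrain and eye, 2.76 ± 0.31 and 0.00 ± 0.06 (SD, n = 2; difference 2.77). Pax9 (2.66), Hoxa11 (2.63), Hoxd11 (2.61), Hoxd10 (2.60), Nkx2-3 (2.57), a gut and spleen factor, Tfap2a (2.57), a neural crest factor, and Msx1 (2.55), a craniofacial factor, completed the 10 largest. By limma 711 of 16344 genes were higher in OHT- cells and 46 were lower, so 93.9% of the calls were higher.

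All 33 measured Hox genes were higher in OHT- cells (33 adjusted over the list alone), with a median of 2.05 and a range from 0.53 at Hoxd4 to 2.87 at Hoxc9. Their camera adjusted p was 9.11e-77, and the adjusted p = 0.0371 with an estimated correlation. The Pax, T-box, Zic, Sox, Fox and Gata regulators had 49 of 60 higher (52 adjusted over the list alone), a median of 1.48 and an adjusted p = 0.044 with an estimated correlation. Zic1 gave 2.34 (SE 0.12), Gata6 2.23 (SE 0.12), Tbx3 2.15 (SE 0.12) and Pax3 2.13 (SE 0.12), and Sox6 was lowest at -0.32. Other homeobox regulators had 81 of 89 (84 adjusted over the list alone), a median of 1.46 and an adjusted p = 0.0575 with an estimated correlation, with Cdx2 at 1.59 (SE 0.13) and Vsx1, a retinal factor, lowest at 0.05. Signalling ligands had 31 of 51 (39 adjusted over the list alone), with Fgf9 at 1.99 and Wnt10b at 1.81, a median of 0.61 and an adjusted p = 0.0909 with an estimated correlation. Helix-loop-helix regulators had 19 of 38 (29 higher and 1 lower adjusted over the list alone), with Hand2 at 2.07 and Neurog1, a neuronal determinant, at 1.77, a median of 0.54 (0.34 after normexp) and an adjusted p = 0.0575 with an estimated correlation. Of the same list of 12 genes from the study's quantitative PCR 7 were higher (7 adjusted over the list alone, again not independent evidence), with a median of 1.74 and an adjusted p = 0.0581 with an estimated correlation. Hoxa9 (2.46) and Hoxb13 (1.34) were among these 7, and Gsn (0.17), Itga2 (0.13), Jak2 (0.07), Ptx3 (0.06) and Tuba1a (0.02) did not pass.

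Pluripotency genes had 1 of 29 higher (1 adjusted over the list alone), Klf4 at 0.54 (SE 0.12, adjusted p = 0.0263), and a median of 0.03, which was -0.03 after normexp background correction and -0.04 on the authors' value table (camera adjusted p = 0.537). Pou5f1 (0.13, SE 0.12), Sox2 (0.03, SE 0.11) and Hnf4a (-0.02, SE 0.13) did not pass, and Kdr did at 0.63 (SE 0.12, adjusted p = 0.0116). Polycomb complex genes had 3 of 32 (3 adjusted over the list alone), with Bmi1 at 2.03, and a median of 0.03, which was -0.01 after normexp and -0.03 on the value table (camera adjusted p = 0.0076, adjusted p = 0.34 with an estimated correlation). Fibroblast feeder genes had 6 of 36 (6 adjusted over the list alone), again with Pdgfra (2.03) and Prrx1 (1.46), and germ cell genes 2 of 36 (6 higher and 1 lower adjusted over the list alone), with Taf7l at 0.50 and Tdrd6 at 0.46. Those lists had an adjusted p = 0.119 and an adjusted p = 0.124 with an estimated correlation, and the germ cell list an adjusted p = 0.1 with the replicate as a block. Blood and immune genes had 2 of 42 (2 adjusted over the list alone), Tnf at 0.58 and Ikzf1 at 0.46, and a median of -0.02 (camera adjusted p = 0.537). By limma 0 of 49 housekeeping genes (0 adjusted over the list alone) and 0 of 35 liver secretory genes (0 adjusted over the list alone) were higher, with medians of -0.10 (camera adjusted p = 0.0076 downward, adjusted p = 0.258 with an estimated correlation and 0.0518 with the replicate as a block) and -0.09 (adjusted p = 0.0663, and 0.0419 without the input filter).

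Olfactory receptor genes, expressed in the sensory neurons of the nose, made up 29 of the 46 genes that were lower in OHT- cells, where 2.30 of the 817 measured would fall by chance. This family was picked after the calls were seen. With the replicate as a block it made up 474 of the 1264 lower genes, against 63.2 by chance. Olfr1062 differed by -0.78 (SE 0.14, adjusted p = 0.00666), Olfr725 by -0.72, Olfr203 by -0.68 and Olfr44 by -0.68, and MGC118250 by -0.70. This count of 46 was unsteady. It was 15 without OHT- replicate 2, 24 without OHT+ replicate 1 and 1251 without OHT+ replicate 2, and lay between the last pair without OHT- replicate 1. It was 2 after normexp and 0 in a fit with the Ring1B arrays. Each array was centred on its own median, so lower here is relative to the other probes of the same array. The study calls H2AK119u1 apparently undetectable in these OHT+ cells, so the calls cannot be read as more of the mark there.

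With the replicate as a block, limma called 1432 genes higher and 1264 lower for H2AK119u1 and kept all 711 and all 46, so 53.1% of the calls were higher. Without centring of the arrays 707 were higher and 172 lower, a share of 80.4%. Without OHT+ replicate 2, 1002 were higher and 1251 lower, so that lower calls outnumbered higher ones. The median difference of the Hox list was 2.13 in the session of replicate 1 and 1.94 in that of replicate 2. In the fit shared with the Ring1B arrays 157 genes were higher, and in a window of 1 kb 1182.

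By the mixture rule 778 genes (4.76%) were H2AK119u1-positive, above a difference of 0.46. Of the 711 limma calls, which rest on the same differences, 708 were among them. Replicate 1 alone gave 477 and replicate 2 alone 869, with 469 in both, and 518 were found without OHT+ replicate 2. The median H2AK119u1 difference of Ring1B-positive genes exceeded that of the other genes by 0.47 ± 0.01 (SD, n = 2), being 0.46 and 0.48 in the 2 replicates. The excess within single samples was 0.42 and 0.51 in OHT- cells and -0.04 and 0.02 in OHT+ cells, and the groups did not overlap. An exact permutation test of 2 against 2 cannot go below the two-sided p = 0.333 found here.

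**Figure D3:**
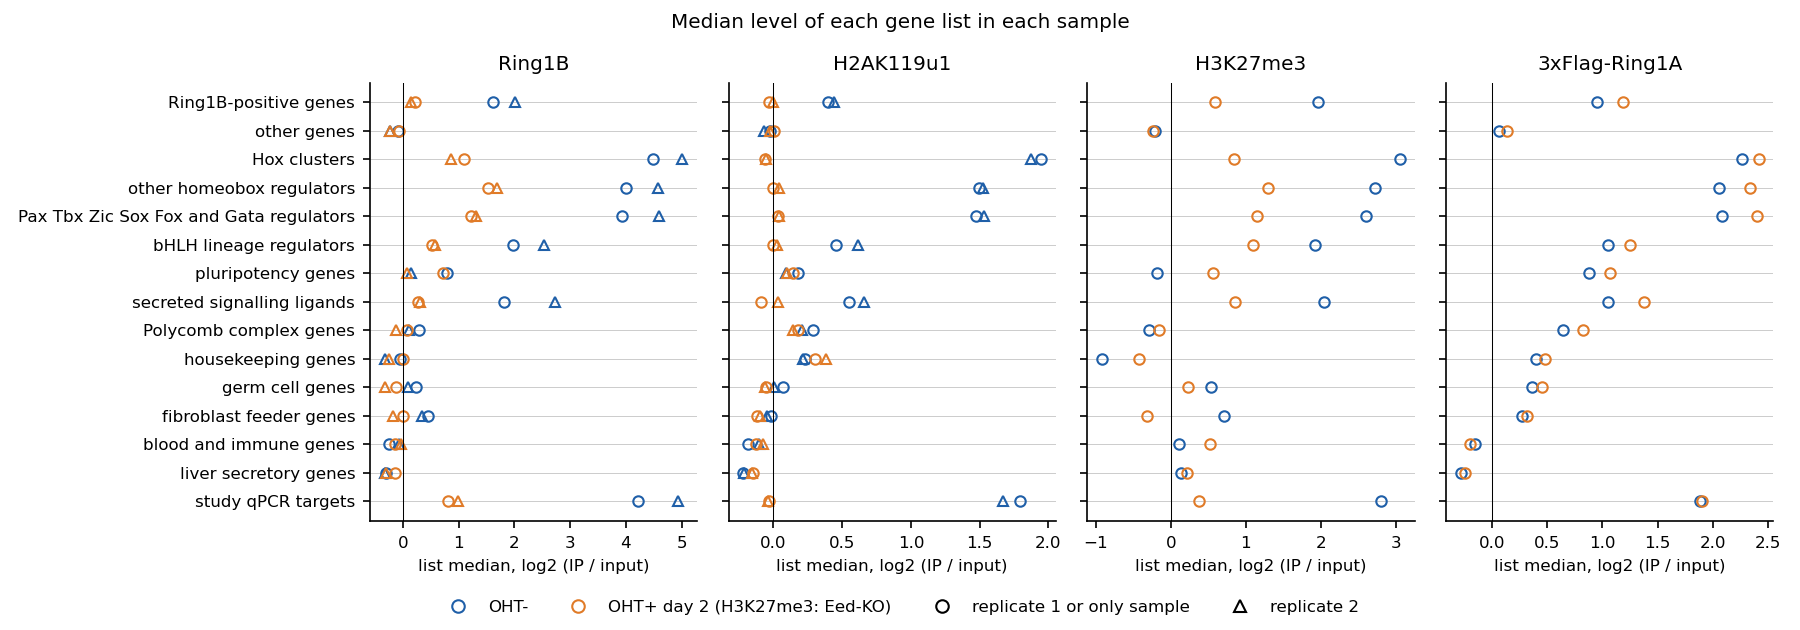
Median log2 ratio of precipitate over input of each gene list in each sample, for Ring1B, H2AK119u1, H3K27me3 and 3xFlag-Ring1A, with circles for replicate 1 or the only sample, triangles for replicate 2, blue for OHT- and orange for OHT+ (Eed-KO for H3K27me3), the bottom line being the list of 12 genes from the study's quantitative PCR. The Hox clusters stand at 4.49 and 5.01 for Ring1B in OHT- cells and at 1.09 and 0.86 in OHT+ cells.

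H3K27me3 in the sample labelled OHT- was set against Eed-KO cells, which lack the methyltransferase complex, with 1 sample of each and so no test. The study describes this control as wild type in some places and as untreated with OHT in another. Over the 23 Ring1 probes the Eed-KO input exceeded that of this sample by 0.52, where the other genes had a median of -0.04 and an SD of 0.15. The H2A samples, both labelled Ring1A-deficient, differed there by -0.54 (OHT+ minus OHT-), so this gap cannot assign the line. At the pair of probes chosen after their values were seen, this sample stood at -4.59 and -1.83, against -0.12 and 0.90 in Eed-KO cells. That is low like the other samples labelled Ring1A-deficient. Zhx1, a zinc-finger homeobox repressor, had the largest difference at 4.10 (2.93 in OHT- and -1.17 in Eed-KO cells). Protocadherins, adhesion molecules that give neurons their identity, took 5 of the 10 highest places, with Pcdhb20 at 3.75, Pcdhga10 at 3.64, Pcdha4 at 3.58, Pcdhgb6 at 3.53 and Pcdhb19 at 3.52. Commd3 (3.64), the neighbour of Bmi1, Nfia (3.60), a glial factor, Zeb2 (3.56), a mediator of epithelial-mesenchymal transition, and Flrt2 (3.53), an adhesion and guidance protein, were the others. The mixture rule gave 3473 positive genes (21.2%), above 0.65 and with a median of 1.11. Taking the median over probes gave 2044, and a threshold from the median absolute deviation 499.

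The Hox list had a median H3K27me3 difference of 2.23 with 33 of 33 positive, led by Hoxa2 at 3.08, and Hoxb13 was lowest at 0.90. Other homeobox regulators (1.47, 84 of 89 positive), the Pax to Gata list (1.40, 51 of 60), signalling ligands (1.08, 40 of 51) and helix-loop-helix regulators (0.88, 22 of 38) lay above all 10000 random lists matched on input signal. Prrx1 reached 3.37, Tbx3 3.00, Twist1 2.95, Grem1 2.89, Pax9 2.02, Kdr 1.86, Gata6 1.85, Zic1 1.74, Hoxd11 1.66, Pax3 1.49 and Cdx2 1.34. Fibroblast feeder genes also lay above all random lists (1.07, or 0.57 after normexp, 27 of 36), with Snai2 at 2.85. Of the list of 12 genes from the study's quantitative PCR 11 were positive with a median of 1.70, which is not independent evidence, and these included Hoxa9 (2.49), Jak2 (2.33), Ptx3 (2.19), Itga2 (1.66) and Gsn (1.57), but not Tuba1a (0.11). Germ cell genes had a median of 0.37 (0.23 after normexp, 13 of 36, percentile 99.1), with Sycp1, of the synaptonemal complex, at 2.03. Polycomb complex genes had -0.04 (9 of 32, percentile 75.6), from Bmi1 at 2.85 to Cbx7 at -1.24. Pluripotency genes lay below all random lists at -0.87, with 2 of 29 positive. Their median ratio was -0.19 in OHT- cells, near the -0.21 of the genes that were not Ring1B-positive. In the Eed-KO sample it was 0.57, against -0.23, so the negative difference comes mostly from a high ratio in that 1 control sample. Utf1 stood at -1.75, Pou5f1 at -1.42 and Sox2 at -0.97, while Klf4 stood at 1.72, and Nodal, outside this list, at -1.62. Housekeeping genes also lay below all random lists (-0.44, 1 of 49), B2m at 1.92 being the positive one, and blood and immune genes (-0.33, 5 of 42, percentile 0.03) and liver secretory genes (-0.20, 1 of 35, percentile 1.0) lay low. The ratios of blood and immune genes were 0.11 in OHT- and 0.53 in Eed-KO cells, those of liver genes 0.13 and 0.21, and those of housekeeping genes -0.91 and -0.42. Hnf4a stood at -0.64.

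3xFlag-Ring1A was mapped to compare the sites of Ring1A with those of Ring1B. In OHT- cells the highest ratios were at Pax9 (3.21), Hoxd11 (3.18), Tal1 (3.15), a blood and endothelial factor, Lef1 (3.14), an effector of Wnt signalling, Msx1 (3.13), Pcdh7 (3.13), Bmi1 (3.12), Pou3f2 (3.11), a neural POU factor, Tfap2a (3.09) and Gata6 (3.09). The mixture rule, applied to the ratio itself since no sample without the tag was used, gave 707 positive genes (4.32%). Normexp gave 1869, and subtracting the mean Ring1B ratio of OHT+ cells 210. Hox genes had a median of 2.26 (31 of 33 positive), the Pax to Gata list 2.08 (46 of 60), other homeobox regulators 2.06 (76 of 89), ligands 1.05 (23 of 51), helix-loop-helix regulators 1.05 (18 of 38), and the list from the study's quantitative PCR, not independent evidence, 1.89 (7 of 12). Pluripotency genes had 0.88 (5 of 29), with Mycn at 1.41, Sox2 at 1.26 and Pou5f1 at 0.92, and Polycomb complex genes 0.65 (3 of 32). Housekeeping genes had 0.40 (0 of 49), germ cell genes 0.37 (3 of 36, percentile 99.9) and feeder genes 0.28 (4 of 36, percentile 94.2). All lists named so far for this ratio, apart from germ cell and feeder genes, lay above all random lists, and blood and immune genes (-0.15, 1 of 42) and liver genes (-0.28, 0 of 35) lay below all of them. With no sample without the tag, a high ratio alone does not show Ring1A binding. For pluripotency genes the median Ring1B ratio in OHT+ cells was 0.73 and 0.08 in the 2 replicates, and for housekeeping genes -0.01 and -0.26. Across genes the 3xFlag-Ring1A ratio in OHT- cells correlated at -0.62 with the H2A ratio in OHT- cells. The 3xFlag-Ring1A levels also depended on the background correction. After normexp the medians were 1.15 for Hox genes, 0.96 for the Pax to Gata list, 1.14 for other homeobox regulators, 0.43 for ligands, 0.44 for helix-loop-helix regulators, 1.08 for the quantitative PCR genes, 0.32 for pluripotency genes, 0.25 for Polycomb complex genes, 0.14, 0.16 and 0.03 for housekeeping, germ cell and feeder genes, and -0.0046 and -0.03 for blood and immune and for liver genes. Zic1 stood at 3.02, Hoxa9 at 2.88, Tbx3 at 2.52, Pax3 at 2.20, Cdx2 at 1.92, Hoxb13 at 1.58 and Kdr at 1.24, against 0.82 at Ptx3, 0.55 at Jak2, 0.37 at Itga2, 0.19 at Tuba1a, 0.08 at Gsn and -0.11 at Hnf4a.

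After loss of Ring1B the 3xFlag-Ring1A ratio had a median change of 0.25 at the 1661 Ring1B-positive genes and 0.06 at the 14682 others, with 93.6% and 65.2% above 0. Gata6 went from 3.09 to 3.71 and Pax9 from 3.21 to 3.65, while Bmi1 went from 3.12 to 3.21. The median change was 0.34 for other homeobox regulators, 0.34 for the Pax to Gata list, 0.32 for ligands, 0.24 for helix-loop-helix regulators, 0.23 for Hox genes (0.44 after normexp), 0.20 for pluripotency genes, 0.20 for the quantitative PCR genes and 0.17 for Polycomb complex genes. It was 0.10 for feeder genes and 0.09 for housekeeping genes (0.05 and 0.04 without centring). It was 0.04 for germ cell genes (-0.01 without centring and on the value table), 0.00 for blood and immune genes (-0.05 without centring, -0.04 after normexp and on the value table) and -0.04 for liver genes (-0.10 without centring). The slope of OHT+ on OHT- ratios was 1.22 among the other genes, so that higher ratios changed more in every class. In a window of 1 kb the median change at Ring1B-positive genes was 0.42.

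**Figure D4:**
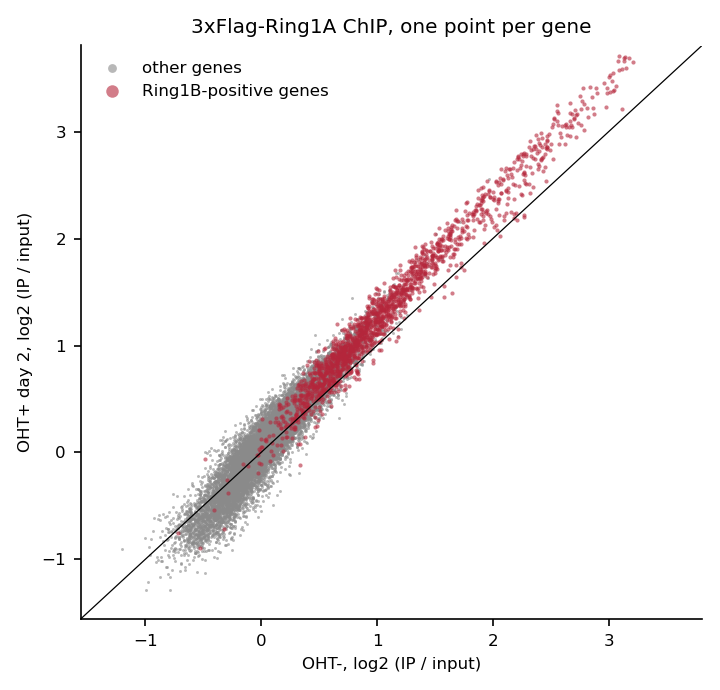
3xFlag-Ring1A log2 ratio of precipitate over input in OHT+ cells against that in OHT- cells, with 1 point per gene, Ring1B-positive genes in red, other genes in grey and the line of equality in black. Points lie further above the line at higher ratios in both classes.

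H2A itself was measured as a reference for H2AK119u1. Its difference between OHT- and OHT+ cells had a median of -0.07 at Ring1B-positive genes and 0.01 at the others, and 24.7% and 55.1% of genes were above 0. Other homeobox regulators had -0.12, the Pax to Gata list -0.11, the quantitative PCR genes -0.11, Hox genes -0.09, ligands -0.09, helix-loop-helix regulators -0.07, pluripotency genes -0.05 and Polycomb complex genes -0.01. After normexp these medians were, in the same order, -0.07, -0.06, -0.07, -0.07, -0.05, -0.02, -0.01 and -0.03. Housekeeping genes had 0.04 and blood and immune genes 0.04 (0.01 each after normexp), germ cell genes 0.01, feeder genes 0.01 (-0.01 after normexp) and liver genes -0.01. Nkx6-1, of spinal cord and pancreas, stood at -0.43, Pax7 at -0.39, Hoxd11 at -0.38 and Tbx3 at -0.28, against 0.27 at L3mbtl2 and 0.26 at Tex15. The median at Ring1B-positive genes was -0.14 in a window of 1 kb and -0.04 after normexp. These differences run against the H2AK119u1 ones, and subtracting H2A raised the excess of H2AK119u1 at Ring1B-positive genes from 0.47 to 0.55.

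**Figure D5:**
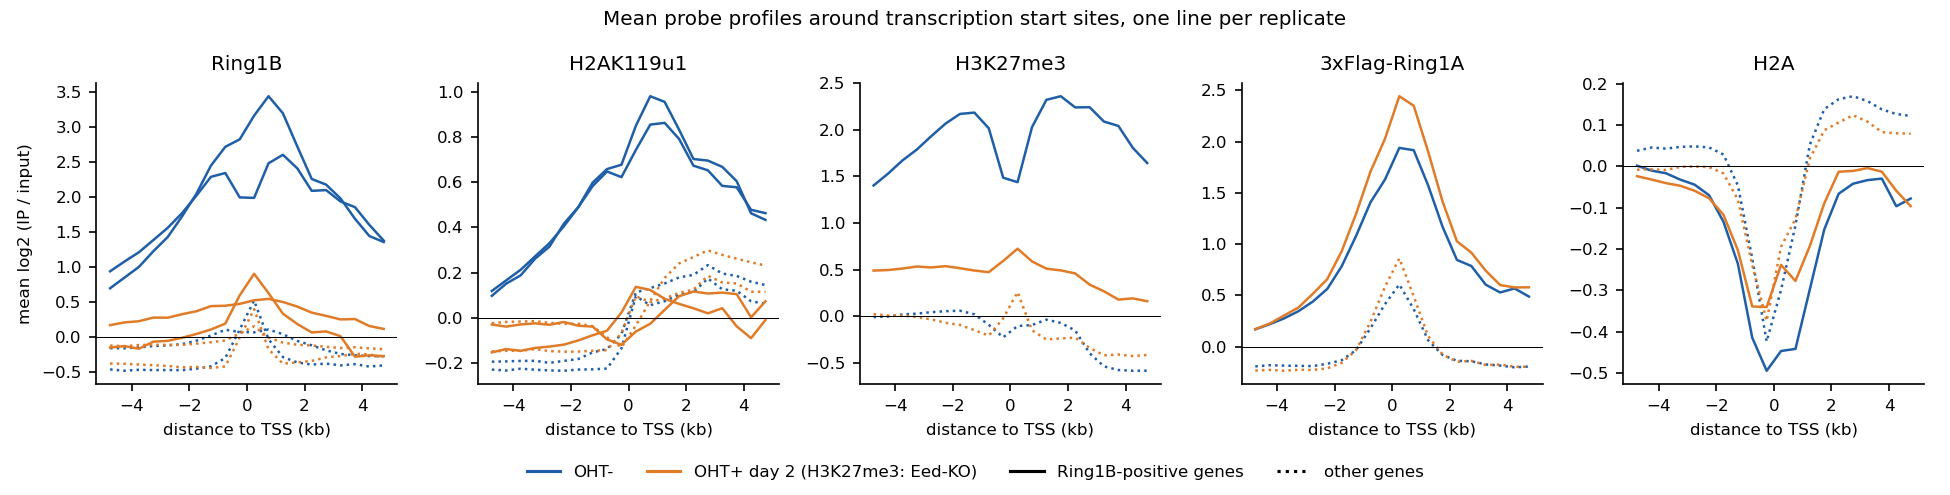
Mean log2 ratio of precipitate over input in bins of 500 bp within 5 kb of the TSS for each antibody, with 1 line per replicate, blue for OHT- and orange for OHT+ (Eed-KO for H3K27me3), solid for Ring1B-positive genes and dotted for other genes. For Ring1B-positive genes the OHT- replicates of H2AK119u1 peak at 0.86 and 0.98 and those of OHT+ at 0.12 and 0.14. Ring1B-positive genes were chosen on the Ring1B arrays shown, so the gap in the Ring1B panel follows from the choice.

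The calls were then set against each other over the genes measured for both. Of the 778 H2AK119u1-positive genes 753 (96.8%) were Ring1B-positive, where 79.1 would be by chance. Of 1660 Ring1B-positive genes 1485 (89.5%) were H3K27me3-positive (352 by chance), whereas 42.8% of H3K27me3-positive genes were Ring1B-positive. Ring1B-positive genes were 3xFlag-Ring1A-positive in 655 of 1661 cases (39.4%, 71.9 by chance), and 92.6% of 3xFlag-Ring1A-positive genes were Ring1B-positive. The log10 p of Fisher's exact test was -782, -903 and -632, over genes, which are not independent replicates. With a threshold from the median absolute deviation the share positive for H3K27me3 was 29.7%, and with the Ring1B ratio of OHT+ cells subtracted the share positive for 3xFlag-Ring1A was 11.3%.

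Over 16331 genes 704 carried Ring1B, H2AK119u1 and H3K27me3. Their median differences were 2.49, 0.87 and 1.52, and 75.7% were 3xFlag-Ring1A-positive. Gata3, Bmi1 and Meis1 had the highest Ring1B in this class, Hoxc9, Six3 and Lhx2 the highest H2AK119u1, and Commd3, Pcdhga10 and Nfia the highest H3K27me3. Another 781 genes carried Ring1B and H3K27me3 without an H2AK119u1 call. Their median Ring1B difference was 1.32 and 86 were 3xFlag-Ring1A-positive. Cgas, the cytosolic DNA sensor, led them for Ring1B (3.07, with H2AK119u1 at 0.43), before Arid5b (2.82) and Snap91 (2.75), and Zhx1, Pcdhb20 and Pcdha4 for H3K27me3. A further 1965 genes had a call for H3K27me3 alone, with 0.31% 3xFlag-Ring1A-positive, and were led by Snai2 (2.85), Pcdhb18 (2.85) and Pcdhb13 (2.75). The Ring1B differences of Snai2, Pcdhb18 and Pcdhb13 were 0.79, 0.69 and 0.82, short of the threshold of 0.90. Ring1B alone was found at 126 genes, with Ffar4 (1.94), Limch1 (1.81) and Krt18 (1.80), and Ring1B with H2AK119u1 at 49, with Rgl3 (2.48), Pcdh1 (2.32) and Cdk5r2 (2.30). H2AK119u1 without a Ring1B call was rare. Of these genes 14 also had H3K27me3, such as Thbs2 (0.75) and Tnf (0.58), and 11 did not, such as Asic4 (0.60) and Mesp2 (0.55). The median Ring1B differences of these classes were 0.66 and 0.50, against the Ring1B threshold of 0.90. Among Ring1B-positive genes without a 3xFlag-Ring1A call, Ring1B was highest at Mllt10 (3.09), Cdkn2a (3.04), encoding the p16 and p19 tumour suppressors, and Arid5b. Their 3xFlag-Ring1A ratios were 1.02, 1.03 and 1.098, just under the threshold of 1.103 and far above the median of all genes of 0.11. They are therefore not shown to lack Ring1A. Among genes without a Ring1B call, 3xFlag-Ring1A was highest at Sall1 (1.97), Ccnd1 (1.71) and Arid1a (1.56), with Ring1B differences of 0.56, 0.18 and 0.02. These 3xFlag-Ring1A values are ratios with no background sample subtracted, while the Ring1B values are differences from OHT+ cells. They therefore do not show Ring1A at sites without Ring1B. The calls come from a threshold on each difference, or on the ratio for 3xFlag-Ring1A, so a gene without a call may hold a lower level.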

Values the study reported

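The study reported 538 genes with H2AK119u1 from its monoclonal antibody and 524 from a rabbit antiserum. It counted 1721 genes bound by Ring1B and 3686 marked by H3K27me3.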

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

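The test of a trend shared by all OHT- arrays at the 46 genes lower for H2AK119u1 was chosen only after the result was seen, and so was the pair of Ring1 probes.

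The input over Ring1 lay -1.18 lower (log2, median of 13 samples) than in Eed-KO cells, a signal in the input channel, which no comparison of occupancy uses by itself. By the same measure the other genes had a median of -0.04 and an SD of 0.14. At the pair of probes the difference had a median of -3.94, and 6 of the 237185 probes of that array met the same rule, whereas the 3 lowest probes gave -3.86, and at the last of them, 1074 bp downstream, the 4 replicate 2 samples stood at 0.06 to 0.74 and the H3K27me3 OHT- sample at -0.02, against 0.87 in Eed-KO cells.

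Input over chromosome 12 was higher in the Eed-KO sample than in the others by 0.143 (log2, median of 15421 probes), with 69.0% of probes above 0, while the 10 other autosomes of that array lay between -0.083 and -0.018 and chromosome 12 in the other samples between -0.056 and 0.053. If labelling of that input alone were the cause, the precipitate channel would keep chromosome 12 within the other autosomes, and it gave 0.0781 against -0.0673 to 0.0724, above them but short of following the input shift of 0.192, so this stays open. More copies of the chromosome in part of the cells would raise nearly all of its 10 equal parts, and 8 shifted by 0.103 to 0.203, with 0.003 and 0.028 in the first 2 parts. That leaves a partial gain as a hypothesis which may hold and which 1 sample cannot decide.

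Relative to the median of each array, H2AK119u1 was lower in OHT- cells at 46 genes, with a median difference of -0.588 (SE 0.124). A higher input in OHT- cells is argued against, as the input differed by 0.0661 (0.0633 and 0.0690 in the 2 replicates). A trend of this size in all OHT- arrays is argued against too, since at these genes H2A was 0.137 higher (0.136 and 0.147 on the 2 promoter arrays; SD over the genes 0.09), 3xFlag-Ring1A 0.20 higher (SD 0.18) and Ring1B at a median of -0.001 (SD 0.18) in replicate 1, while the 0.02 of replicate 2 was too spread (SD 0.65) to count. Low signal over olfactory receptor genes in OHT- cells alone stays open, because the 788 such genes outside the 46 lay at -0.433 in OHT- cells relative to other genes without Ring1B but at -0.006 and -0.328 in the OHT+ replicates, which disagree. The call itself ended with normexp, where the median was -0.273 (SE 0.136) and 0 of the 46 genes were called by limma, as the size fell while the error did not.

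3xFlag-Ring1A was higher in OHT+ cells at Ring1B-positive genes, by 0.181 more than at other genes. A wider spread of the OHT+ arrays would leave little of this between genes of equal level. At matched levels the excess was 0.0132 (0.0195 and 0.0041 on the 2 promoter arrays), which goes with that explanation for the genes that could be matched. These were 1116 of the 1661 Ring1B-positive genes. At ratios of 1.5 to 4.0, where Gata6, Pax9 and Bmi1 lie, there were 367 Ring1B-positive genes but only 4 others. The highest targets are therefore hardly covered. Ring1A taking up sites left by Ring1B would give a larger change where more Ring1B was lost, and the excess there was 0.0139 (0.0290 and -0.0050), which leaves it open.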

How the results depend on the processing

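Of the tests on alternatives given here, 0 were chosen only after the result was seen. No share of an overlap and none of the named genes past the threshold reversed, but for H2AK119u1 lower genes outnumbered higher ones without OHT+ replicate 2 (1251 against 1002), and list medians near 0 changed sign with the scaling: Polycomb complex genes for Ring1B (-0.02 on the value table), pluripotency (-0.03 with normexp, -0.04 on the value table) and Polycomb complex genes (-0.01, -0.03) for H2AK119u1, germ cell (-0.01 without centring and on the value table) and blood and immune genes (-0.05 without centring, -0.04 with normexp and on the value table) for the 3xFlag-Ring1A change, and feeder genes for H2A (-0.01 with normexp). Of the alternative values of counts, shares and medians, 133 stayed the same and 53 moved. Counts were the same within a fixed factor, medians within the SD between promoter arrays or replicates, and shares while the overlap still passed Fisher's test. A share labelled the same could therefore fall far, from 89.5% to 29.7% for H3K27me3 and from 39.4% to 11.3% for 3xFlag-Ring1A at Ring1B-positive genes. Of the alternative values of named genes, 2949 stayed the same by the criteria of direction, threshold and size, 159 moved, 45 newly passed the threshold and 70 no longer did. Except where shown by how an alternative is built, the cause was not tested.

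Genes higher for Ring1B numbered 321 with the value table, 1584 in 1 fit with H2AK119u1, 1437 with trend and robust, and 516 to 998 leaving out a replicate. Genes lower for Ring1B numbered 7, 8 and 0 to 8 in the last 3 of these. With the replicate as a block, 2030 were higher and 59 lower. For H2AK119u1, higher genes numbered 473 with normexp, 1182 in the window of 1 kb and 157 in the joint fit, and 500 to 1002 leaving out a replicate. Lower genes numbered 172 without centring, 2 with normexp, 169 in the window of 1 kb, 110 with the median over probes, 94 with the value table, 0 in the joint fit, and 15 to 1251 leaving out a replicate. With the replicate as a block 1432 were higher and 1264 lower. Same-numbered samples share a number and a scanning session. A lone replicate was assumed to vary like the other group.

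H2AK119u1-positive genes numbered 1341 at 2 SD and 518 to 786 leaving out a replicate, and Ring1B-positive genes 870 to 1619. H3K27me3-positive genes numbered 2044 with the median over probes, 5271 at 2 SD and 499 from the median absolute deviation. 3xFlag-Ring1A-positive genes numbered 1869 with normexp, 1452 at 2 SD and 210 after subtraction of Ring1B in OHT+ cells. No paired analysis was possible because H3K27me3, 3xFlag-Ring1A and H2A had 1 sample per group. The 3xFlag-Ring1A change at Ring1B-positive genes was 0.199 without centring, 0.288 with normexp, 0.241 without the input filter, 0.421 in the window of 1 kb, 0.203 with the value table and 0.267 with the threshold from the median absolute deviation, and the median 3xFlag-Ring1A ratio of all genes was 0.11, but -0.07 with the value table. The H2A change was -0.140 in the window of 1 kb. The excess of H2AK119u1 at Ring1B-positive genes was 0.308 with normexp, 0.598 in the window of 1 kb, 0.557 with the threshold from the median absolute deviation, 0.551 after subtraction of H2A, and 0.423 to 0.533 leaving out a replicate.

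Of the 13 lists camera called 12 for Ring1B and 10 for H2AK119u1, against 0 and 2 with an estimated correlation, 10 and 8 with the replicate as a block, and 11 and 11 without the input filter, where blood and immune genes were lost for Ring1B (adjusted p = 0.0525) and liver genes gained for H2AK119u1 (0.0419). For Ring1B the block ended the calls of Polycomb complex genes (adjusted p = 0.0539) and blood and immune genes (0.0528), and for H2AK119u1 those of housekeeping (0.0518) and germ cell genes (0.1). The raw input signal, with medians of 48.5 to 121 over a background of 15 to 24.5, limits what dim probes can show.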

Other observations

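The values in this part were chosen for description only after they were seen. Clustered protocadherin genes, which give neurons their surface identity, were H3K27me3-positive in 55 of 55 measured cases, where 11.7 would be by chance (log10 p of Fisher's exact test -37.2), with a median difference of 2.67. Ring1B-positive were 32 of them (5.59 by chance), with a median of 1.11, while 12 were H2AK119u1-positive (2.62 by chance), with a median of 0.12, and 6 3xFlag-Ring1A-positive (2.38 by chance). Pcdhb20 had 3.75 for H3K27me3 and 0.04 for H2AK119u1. Genes of a cluster are not independent of each other, and H3K27me3 had 1 sample per group. The family was picked after its values were seen, so the p-value and the counts by chance are descriptive only.

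Some developmental regulators kept a high ratio in both control samples. Of 16329 genes, 210 lay above 1 (log2) for Ring1B in OHT+ cells and 1057 for H3K27me3 in Eed-KO cells, and 180 did in both, where independent lists would share 13.6, with 164 of the 180 Ring1B-positive. Lhx8, of forebrain cholinergic neurons, had 3.23 and 1.59, Tal1 3.14 and 1.22, Tbx20, of the heart, 3.03 and 1.75, Pax3 2.95 and 1.90, and Otx2, of the forebrain, 2.84 and 1.29. Across genes, which are not independent replicates, the Ring1B ratio in OHT+ cells correlated with that of H3K27me3 in Eed-KO cells at 0.54, of 3xFlag-Ring1A in OHT- cells at 0.60, of H2A in OHT- cells at -0.45 and of H2AK119u1 in OHT+ cells at 0.12.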
